# Contraction of basal filopodia controls periodic feather branching via Notch and FGF signaling

**DOI:** 10.1038/s41467-018-03801-z

**Published:** 2018-04-09

**Authors:** Dongyang Cheng, Xiaoli Yan, Guofu Qiu, Juan Zhang, Hanwei Wang, Tingting Feng, Yarong Tian, Haiping Xu, Meiqing Wang, Wanzhong He, Ping Wu, Randall B Widelitz, Cheng-Ming Chuong, Zhicao Yue

## Abstract

Branching morphogenesis is a general mechanism that increases the surface area of an organ. In chicken feathers, the flat epithelial sheath at the base of the follicle is transformed into periodic branches. How exactly the keratinocytes are organized into this pattern remains unclear. Here we show that in the feather follicle, the pre-branch basal keratinocytes have extensive filopodia, which contract and smooth out after branching. Manipulating the filopodia via small GTPases *RhoA*/*Cdc42* also regulates branch formation. These basal filopodia help interpret the proximal-distal FGF gradient in the follicle. Furthermore, the topological arrangement of cell adhesion via E-Cadherin re-distribution controls the branching process. Periodic activation of Notch signaling drives the differential cell adhesion and contraction of basal filopodia, which occurs only below an FGF signaling threshold. Our results suggest a coordinated adjustment of cell shape and adhesion orchestrates feather branching, which is regulated by Notch and FGF signaling.

## Abstract (web summary)

Keratinocytes are organised into a periodic pattern in feather branching, but how this is regulated is unclear. Here, the authors show that there is a coordinated change in cell shape and adherence, mediated by Notch, FGF signalling and Rho GTPases, which in turn regulates feather branching.

## Introduction

Biological systems utilize various principles to achieve periodic pattern formation^1–4^. Periodic epithelial branching is a widely used mechanism to increase the surface area of an organ. Such a mechanism is exemplified in feather branching, which characterizes modern birds^5,6^. In this process, the epithelial sheath at the base of the follicle organizes into periodic branches^7–11^ (Fig. 1). Recently, the regularly branched feather structure was utilized as a model to dissect the pathological principles of tissue damage due to chemo- and radiation therapy, because any perturbations of feather development are recorded in the final feather morphology^12–15^. Thus, the formation of the exquisite feather branches is of both evolutionary and medical interest.

**Fig. 1:**
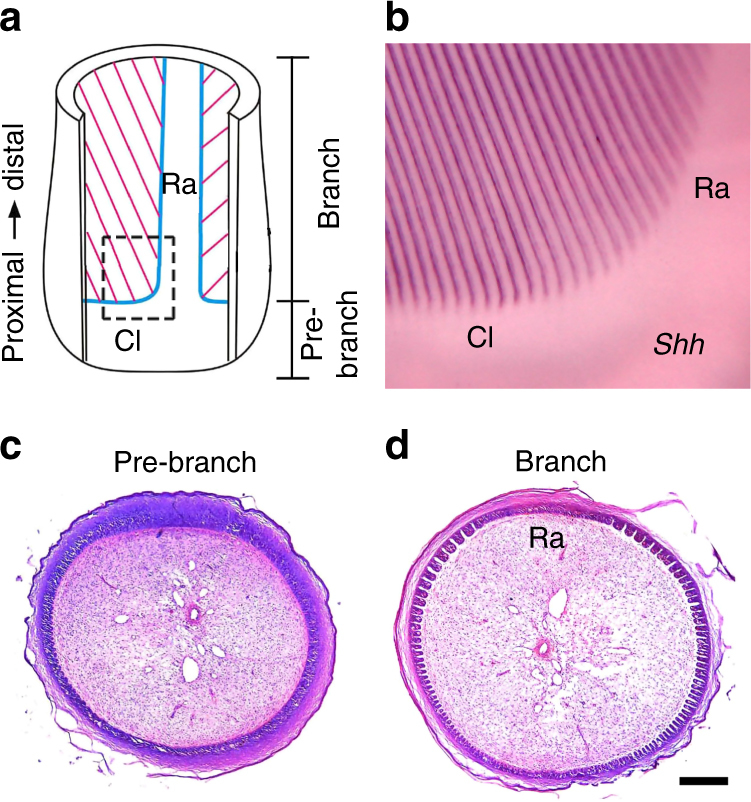
Feather branching morphogenesis. **a** A schematic diagram showing the developing feather follicle. The proximal follicle epithelium called the collar (Cl) is not branched. Above the collar, the feather branches along the circumference of the follicle, except in the rachis (Ra). The dashed box is enlarged in **b**. **b** Feather branching is marked by *Shh* in situ hybridization. **c**,** d** Cross sections of the developing feather follicle in the lower collar level (pre-branch) and the upper branched level. The rachis (Ra) region is not branched. Bar = 100 μm

Feather branching has been considered as a classical example of how periodic structures result from the reaction-diffusion mechanism during pattern formation^10^. The involvement of the antagonistic molecule pairs such as BMP4/Noggin and BMP2/Shh has been proposed^10,11^. Furthermore, a set of core signaling molecules, including BMP, Shh, Wnt and FGF, has been shown to regulate this process^9–11,16–18^. However, it remains unclear at the cell level how the keratinocytes are organized into the periodic branches.

Here we report how cells accommodate the rapid formation of feather branches through the rearrangement of cell adhesion and changes in cell shape, and how molecular signaling controls the patterning of the periodic feather branches. We find that extensive filopodia present on basal keratinocytes before branching, which disappear after branch formation. These filopodia are regulated by the Rho family small GTPases *RhoA* and *Cdc42*, and help interpret the FGF signaling gradient in the feather follicle. FGF and Notch signaling regulate the branching process and further control the formation of the filopodia. Calculating the surface area before and after branching reveals a scaling effect resembling the “coastline paradox”, which was proposed by Benoit Mandelbrot in the 1960s to describe the fractal nature of the coastline^19^. Thus counter-intuitively, the surface area increase during feather branching morphogenesis is actually prepared in advance. These results provide mechanistic insight into the epithelial branching process.

## Results

### Filopodia in basal keratinocytes of the feather epithelium

We examined the ultrastructure of feather epithelium before and after branching (Fig. 2a, b; and Supplementary Fig. 1). Transmission electron microscopy (TEM) analysis revealed extensive filopodia in basal keratinocytes in the pre-branch feather epithelium (Fig. 2c). Higher magnification views showed clear basal lamina along the filopodia, including the lamina densa and lamina lucida (Fig. 2c). Depending on the specific location in the feather follicle, these filopodia vary in size and length. On average, each basal cell extends 3–5 filopodia about 2–10 μm long as counted/measured from the TEM images, with no single filopodium showing dominance over the others. Filopodia from two neighboring cells may fuse together, with the cell membranes running side by side to separate the cells (Supplementary Fig. 1a). Upon branching, the filopodia disappear and a smooth basal lamina is formed. Still, adjacent basal keratinocytes form tight junctions (TJs) in the apical/basolateral border, and zone of adherens junctions (AJs) at the sites of lateral cell-cell contact (Fig. 2d and insert). Therefore, even with the extensive filopodia, the basal keratinocytes retain these classical adhesion structures.

**Fig. 2:**
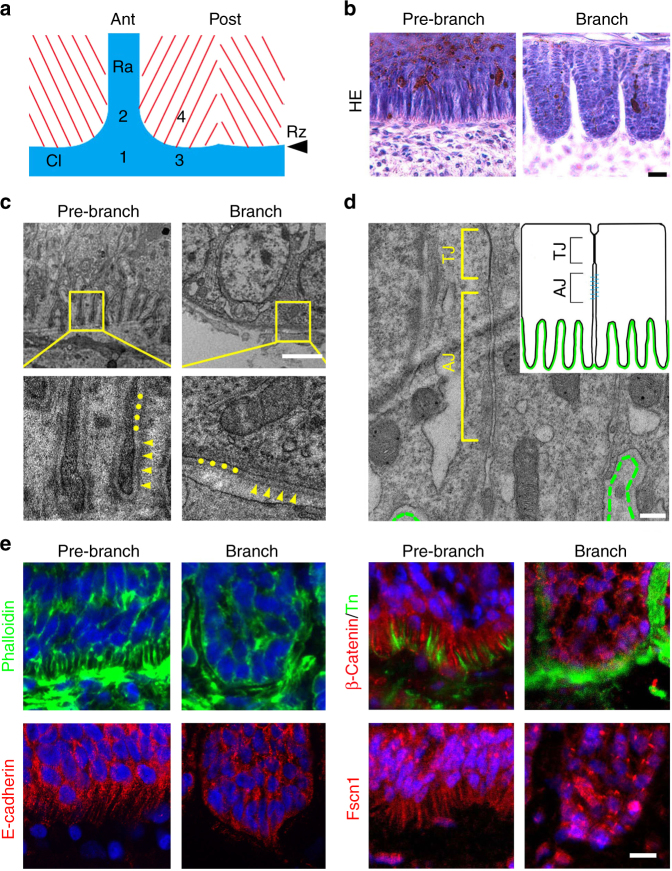
Filopodia in basal keratinocytes of the feather epithelium. **a** A schematic diagram showing the regions examined. The proximal feather epithelium (collar, Cl; regions 1, 3) is not branched. Above the ramogenic zone (Rz), the epithelium branches along the circumference of the follicle, with the exception of the rachis in the anterior (Ra, region 2). Filopodia were found in regions 1, 2, 3 but not 4. **b** HE staining; **c**, **d** TEM analysis; **e** immunofluorescence showing filopodia in the basal keratinocytes of the pre-branch feather epithelium. Basal lamina are shown in higher magnifications in **c**, with the lamina lucida indicated by dots, and lamina densa indicated by arrow heads. Tight junction (TJ) and adherens junctions (AJ) are indicated in the basal keratinocytes (**d** and inset). Dashed green line indicates the basal lamina. Representative images from five repeated experiments are shown. Bar = 20 μm in **b**,** e**, 2 μm in **c**, 0.3 μm in **d**

We characterize the filopodia by additional marker analysis (Fig. 2e). FITC-phalloidin showed strong staining in the filopodia, suggesting the presence of rich F-Actin bundles. E-Cadherin and β-Catenin are also expressed. When double-stained with a mesenchymal marker Tenascin C (Tn), we found inter-digitation of β-Catenin and Tn staining, suggesting the filopodia project into the mesenchyme and do not result from artificial contraction of the epithelium or mesenchyme during sample preparation. Finally, VASP and Fscn1 are markers normally associated with filopodia; they also stained positive in these structures (Fig. 2e and Supplementary Fig. 2).

### Contraction of filopodia controls feather branching

Filopodia are cell projections that are subject to the regulation of Rho family small GTPases. We tested whether these molecules can regulate the filopodia in basal keratinocytes. We cloned both the constitutively active (CA) and dominant negative (DN) forms of *RhoA*, *Rac1*, and *Cdc42* into lentivirus. The capability of these constructs to regulate filopodia was confirmed in vitro (Supplementary Fig. 3). In vivo, two independent methods were used to examine the roles of these genes in feather development (Fig. 3a, b; Supplementary Fig. 4): In the first method, we directly injected lentivirus into actively growing feather follicles and examined the impact of local gene perturbation^14,15^; In the second method, we made transgenic feathers via lentiviral-mediated overexpression or RNAi knockdown^18^. The CA forms did not disrupt feather formation, while the DN forms of *RhoA* and *Cdc42* induced ectopic branches in the rachis, and loss of rachis in the feathers (Fig. 3c, d). DN-*Rac1* produced normal feathers, consistent with its inability to disrupt filopodia in cell culture.

**Fig. 3:**
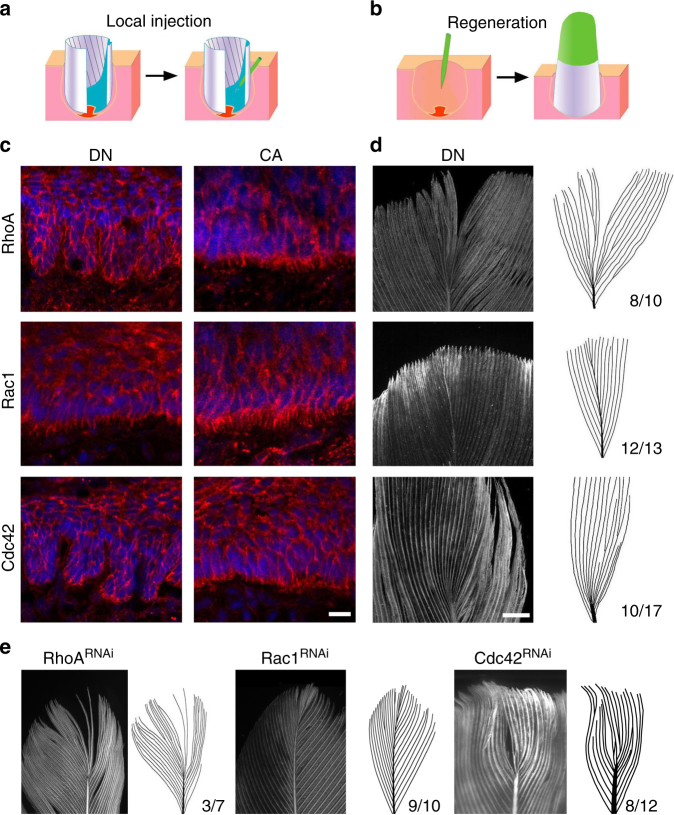
Filopodia regulate feather branching. **a**, **b** Schematics showing two different methods for manipulating gene expression in the feather follicle. Lentivirus were either directly injected into the developing follicle (**a**), or into the follicle cavity after plucking the feather (**b**). **c**, **d** The dominant negative (DN) forms of *RhoA* and *Cdc42*, but not *Rac1* nor their constitutively active (CA) forms regulated filopodia in vivo as shown by β-Catenin staining (**c**, local injection in the rachis region) and the final feather form (**d**, transgenic feathers). **e** RNAi knockdown of *RhoA* or *Cdc42*, but not *Rac1* disrupted feather axis formation. The numbers indicate the occasions of feathers with the phenotype. Bar = 20 μm in **c**, 2 mm in **d**, **e**

Because the DN forms of GTPases may elicit non-specific effects^20,21^, and there are over 20 Rho family GTPases in the avian genome (Supplementary Table 1)^22,23^, we further verified the impact of RNAi knockdown of these small GTPases. The knockdown efficiency and specificity of RNAi were each verified in vitro and in vivo (Supplementary Figs. 4 and 5). In particular, RNAi for *RhoA* or *Cdc42* did not perturb the expression of other Rho family GTPases (Supplementary Fig. 5). Consistent with the results from overexpressing the DN forms, knockdown of *RhoA* or *Cdc42* produced feathers with weaker or no rachis in the upper part, whereas knockdown of *Rac1* resulted in normal feathers (Fig. 3e). These results demonstrate that the regulation of basal filopodia is causally linked with feather branching morphogenesis.

### E-Cadherin regulates feather branching

A few possibilities may explain, at the cell level, how exactly the feather epithelium is organized into branches: differential proliferation, differential cell death/apoptosis, and differential cell adhesion. No pre-patterned cell proliferation or apoptosis was found before or immediately after branch formation, as shown by TEM analysis, PCNA staining, or TUNEL staining (Fig. 4a, b and Supplementary Fig. 6). We reasoned that cells are directly re-arranged into the periodic pattern, possibly through a differential adhesion mechanism. Consistently, we found that there are higher levels of E-Cadherin and β-Catenin in each barb plate^24^, while the marginal plate cells express lower levels of these molecules (Fig. 4c, d).

**Fig. 4:**
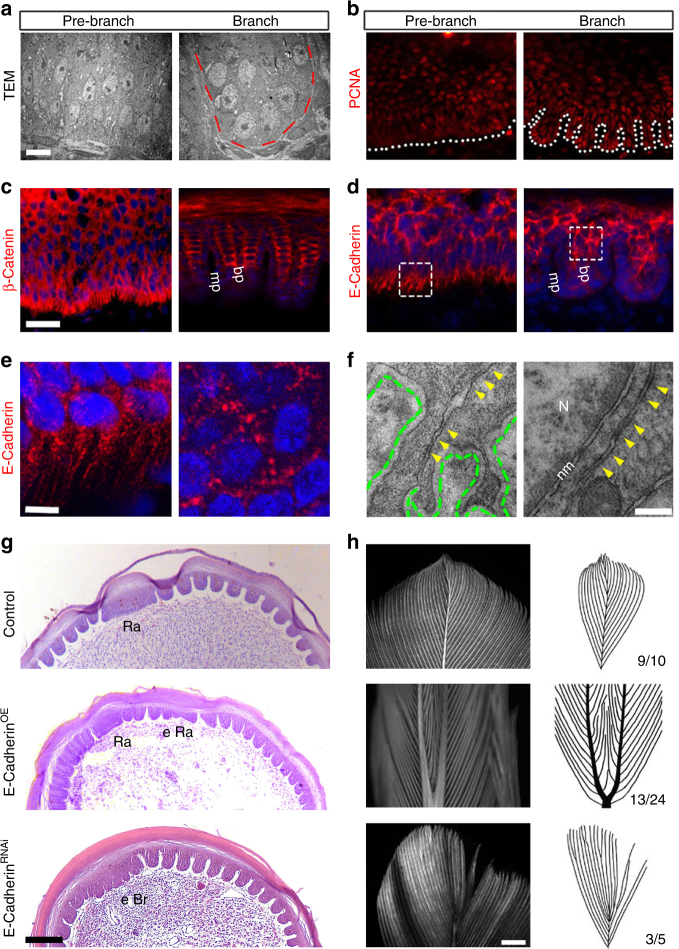
Topological arrangement of E-Cadherin-mediated cell adhesion is required for feather branching. **a**, **b** Neither pre-patterned cell proliferation nor apoptosis play a role in feather branching morphogenesis as shown by TEM analysis and PCNA staining. **c**, **d** Differential distribution of β-Catenin and E-Cadherin in feather branching. mp, marginal plate; bp, barb plate. **e**, **f** Higher magnification views of regions in **d** showing E-Cadherin was diffusely distributed in pre-branch feather epithelium, but as puncta in branched barbs (**e**). Arrow heads indicate unstable adherens junctions (AJ) in the filopodia, as compare to AJ clusters in branched barbs (**f**). Dashed green lines indicate the basal lamina. Representative images from five repeated experiments are shown. N, nucleus; nm, nuclear membrane. **g**,** h** Overexpression or knockdown of *E-Cadherin* disrupted feather branching. Histology and gross feather morphology are shown. The numbers indicate the occasions of feathers with the phenotype. Ra, rachis; eRa, ectopic rachis; eBr, ectopic branch. Bar = 2 μm in **a**, 20 μm in **b-d** (shown in **c**), 5 μm in **e**, 0.3 μm in **f**, 100 μm in **g**, 2 mm in **h**

Because E-Cadherin-mediated cell adhesion depends on its organization at the nanoscale^25^, we examined in detail its distribution pre- and post- feather branching. In the pre-branch basal keratinocytes, AJs were formed between two adjacent cells; however, it appears the E-Cadherin molecules were more diffusively distributed (Fig. 4e, f). On the other hand, in the branched feather barbs, the outer layer cells (marginal plate) use more stable TJs and desmosomes to build cell connections, as these cells have reduced levels of E-Cadherin (Supplementary Fig. 1b). The inner barb cells, which have higher levels of E-Cadherin, showed distinct puncta of E-Cadherin distribution (Fig. 4e), and a continuous zone of AJs under TEM (Fig. 4f). These structures resemble the previously described adhesion zipper structure^26^. Thus, E-Cadherin is down-regulated in the basal keratinocytes and re-distributed in the suprabasal cells during feather branching.

We tested the functional significance of E-Cadherin-mediated cell adhesion in feather branching morphogenesis. When *E-Cadherin* was ectopically overexpressed, the branching of feather epithelium was blocked; conversely, we obtained feathers with supernumerary branches and reduced rachis size when *E-Cadherin* expression was suppressed (Fig. 4g, h). Therefore, differential epithelial cell adhesion via redistribution of E-Cadherin is required for feather branching.

### Activation of Notch signaling drives feather branching

We then explored the molecular pathways that control the feather branching process. Notch signaling is often harnessed to generate periodic spatial patterns and has been implicated in embryonic feather development^27–29^. 

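Gene expression in growing feathers was profiled by RNA-seq of RNA from the neck, the wing and the leg of adult chickens, on an Illumina platform. The paper's methods state that the reads were mapped to the Galgal4 assembly, while neither table names its assembly and the loci of the first include 46 entries on chromosome 33. The sample labels give 2 replicates for each of the 3 regions, 6 libraries in all, and describe the RNA as coming from feather epithelium freed of the mesenchymal pulp and pooled over several feathers. The paper's methods describe RNA from the whole follicle or from dissected dermal papilla and pulp. Replicate 1 of every region lies in one deposited table and replicate 2 in another. The first table gives whole numbers whose unit neither it nor the paper states. It has 6534 entries, of which 525 merge several genes and 580 carry no gene name, and no entry has a mean over the 3 libraries below 9.67. The second table gives FPKM (fragments mapped to a gene, normalized for its length and for the size of the library) for 6534 genes, 765 of them at 0 in all 3 libraries. The tables share 2191 genes listed once in each, after older gene symbols were matched through the RefSeq gene table of the GRCg7b assembly. The number of sequenced fragments is unknown, because the second table holds FPKM and it cannot be told whether the whole numbers of the first are counts. The values of the first table sum to 4195932 in the neck library, 1780292 in the wing library and 3051339 in the leg library, and the 10 highest entries make up 66.9%, 40.7% and 67.6% of these sums. The FPKM values sum to 792798, 701758 and 805460, with 27.3%, 11.6% and 31.5% in the 10 highest genes. Low FPKM values were searched for the worth of 1 fragment, which would give the libraries' relative depth. The ratio shared by the most genes was chosen, and genes at its small whole-number multiples were then counted. For neck to leg it was 1.294, with 16 of 206 genes under 0.3 FPKM, the highest number over all the ratios tried, where the median was 1. For wing to leg it was 0.964, with 13 of 171 genes, while another ratio gave 14. The neck-to-wing ratio that these 2 imply, 1.342, gave 15 of 149 genes. That was the highest number over all the ratios tried, where the median was again 1. This goes with the 2 ratios, but the shares of genes are too small to establish the relative depth. Because the tables are in different units, the 2 values of a region were never averaged. The log2 leg-to-neck ratios of 735 genes with a mean of at least 40 in the first table differed between the tables with a robust SD of 0.0857, while the ratios themselves had a robust SD of 0.246 across genes. For wing to neck and leg to wing the SD between the tables was 0.249 and 0.226, against 0.406 and 0.468 across genes in the first table, and the median wing-to-neck log2 ratio was -0.12 in the first table and 0.34 in the second. Whether the replicates are separate RNA could not be tested, so the values of single genes are given table by table, with no SD or p-value across the tables. A comparison of regions over all shared genes, which has to take the tables as replicates, is kept apart from these values.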

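In the same neck, wing and leg libraries, 27 of 42 Notch pathway genes on a list drawn up before the data were examined had a value, 22 in the first table and 17 in the second. All 12 genes with a value in both tables reached at least 1 in all 6 libraries, including the receptors *Notch1* and *Notch2*. With a value of at least 1 in any library as the criterion, the number was 25. *Notch1*, on chromosome 17 from 8293809 to 8329405 in the first table, had values of 18 in neck, 11 in wing and 15 in leg there, and an FPKM of 27.5, 25.4 and 29.9. *Notch2*, on chromosome 8 from 4177650 to 4256719, had values of 33, 16 and 26 and an FPKM of 49.7, 34.8 and 48.2. *Notch2* exceeded *Notch1* in each of the 6 libraries, by a ratio of 1.45 to 1.83 in the first table and 1.37 to 1.81 in the second. *Serrate1* and *Serrate2*, which the first table lists as *JAG1* and *JAG2*, had values only in that table. *Serrate1*, on chromosome 3 from 13487484 to 13532379, had values of 17 in neck, 14 in wing and 15 in leg. *Serrate2*, on chromosome 5 from 52194017 to 52255754, had values of 65, 59 and 56, a ratio to *Serrate1* of 3.73 to 4.21. If the whole numbers of the first table are counts, comparisons between genes there also depend on transcript length. With 1 library per region in each table, no error can be attached to these values. *Delta1*, listed as *DLL1* in the second table only, had an FPKM of 0.164 in neck, 2.45 in wing and 0.533 in leg. Among the Notch targets and modulators, *L-fringe* had values of 9, 14 and 9 and an FPKM of 19.2, 42.5 and 19.8, and *Hey1* had values of 10, 22 and 3 in the first table. *Hes4*, listed as hairy1 in the first table, had values of 53, 60 and 61 there but an FPKM of 44.7, 16.6 and 56.3, so that its wing value stood differently in the 2 tables. *Adam10*, which encodes a protease that cleaves Notch receptors, had the highest FPKM of the 17 pathway genes in the second table. It was 120.3 in neck, 133 in wing and 107 in leg. In the first table *Adam10* had values of 45, 46 and 37 and ranked 4, 3 and 4 among 22 pathway genes. On the basis of its expression profile, the paper counts both receptors and both Serrate ligands among the Notch pathway members of the adult follicle.

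**Figure D1:**
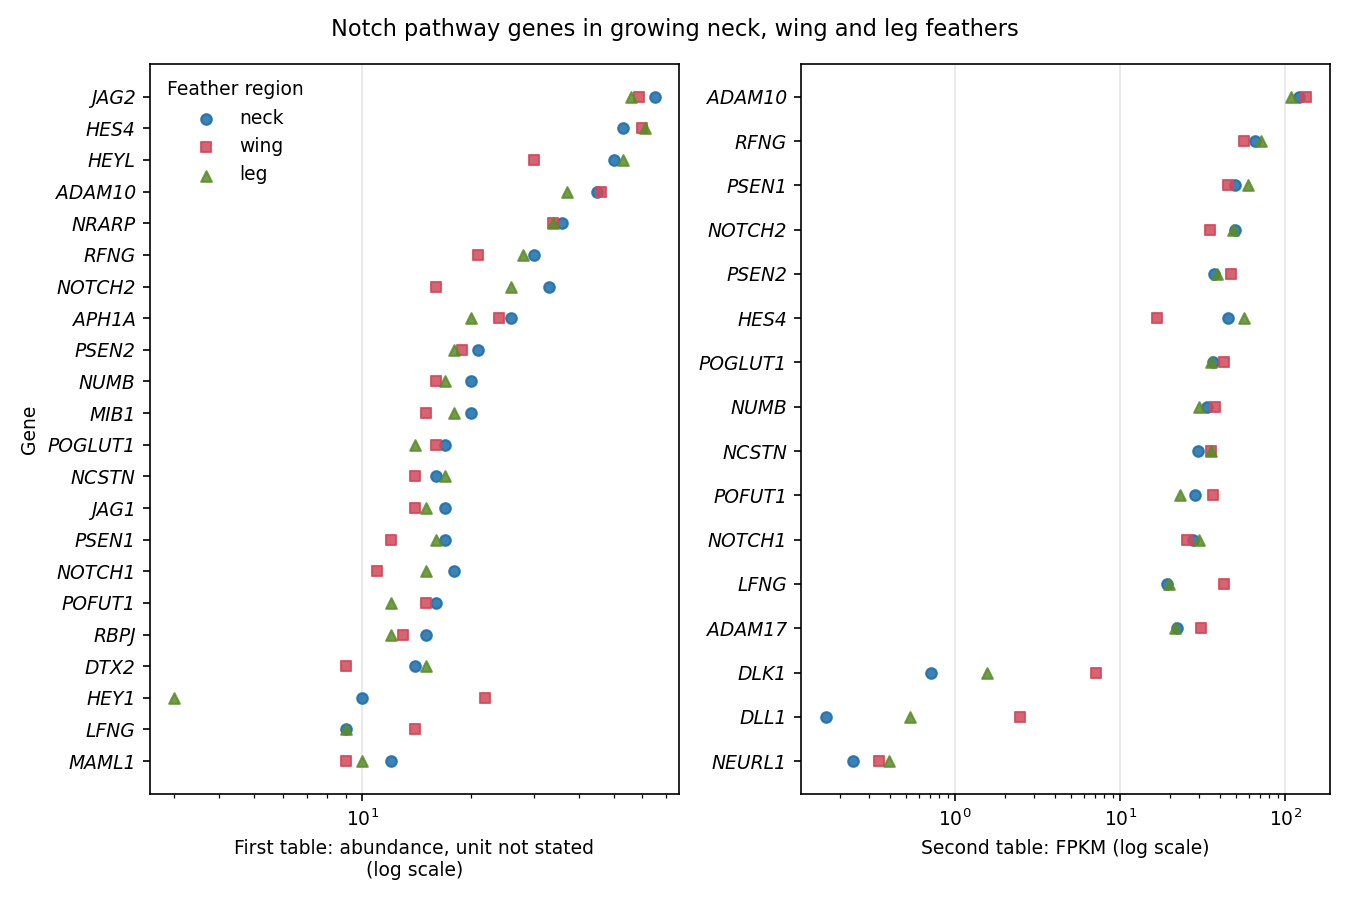
Values of the Notch pathway genes in the neck (circles), wing (squares) and leg (triangles) libraries, with genes on the vertical axes and, on logarithmic horizontal axes, the values of the first table (left, unit not stated) and the FPKM of the second (right). Each point is 1 library, *Serrate1* and *Serrate2* appear as *JAG1* and *JAG2*, and *Hes5*, listed at 0 in neck and leg, is left out.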

In our effort to profile gene expression in the adult feather follicle^18^, we identified members of the Notch signaling pathway including *Notch1*, *Notch2, Serrate1*, *Serrate2* (Supplementary Table 1). Here we mapped the expression of these genes during feather branching (Fig. 5a–d and Supplementary Fig. 7): *Notch1* and *Serrate1* are enriched in the pre-branch feather epithelium but are expressed at low levels in the basal keratinocytes. *Notch2* expression is more ubiquitous, whereas *Serrate2* is mainly expressed in the basal keratinocytes. After branching, *Notch1* is enriched in the barb plate, *Serrate2* is enriched in the complementary marginal plate, whereas *Notch2* and *Serrate1* are more ubiquitously expressed.

**Fig. 5:**
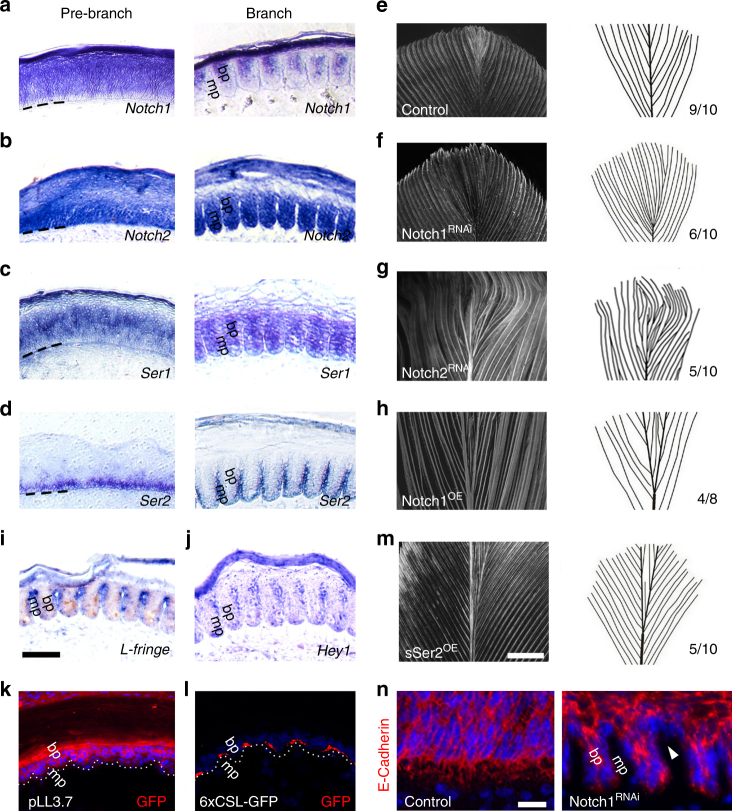
Notch signaling regulates feather branching and the contraction of filopodia. **a–d** The expression patterns of *Notch1*, *Notch2*, *Ser1*, *Ser2* in feather branching. **e–h** Phenotypes of *Notch1* and *Notch2* manipulation in the feather follicle. The numbers indicate the occasions of feathers with the phenotype. **i**, **j** The expression patterns of downstream target genes *L-fringe* and *Hey1* in the feather follicle. **k**, **l** Expression of a 6XCSL-GFP reporter was specifically in the marginal plate of branching feather epithelium, whereas a control viral vector showed widespread virus expression in the follicle. **m** A secretory form of *Ser2* (*sSer2*) induced ectopic rachis formation. **n** Ectopic activation of Notch signaling via local injection of RNAi-*Notch1* lentivirus led to filopodia contraction and E-Cadherin down-regulation in the marginal plate cells (arrow head). Representative images from three repeated experiments are shown. mp, marginal plate; bp, barb plate. Bar = 100 μm in **a–d** and **i–l **(shown in **i**); 2 mm in **e–h** and **m** (shown in **m**); 20 μm in **n**

The role of Notch signaling in feather development is examined in vivo. RNAi-*Notch1* (and *Notch2*) produced feathers with supernumerary branches (Fig. 5e–h). Similar results were obtained for RNAi-*Serrate1* and RNAi-*Serrate2* (Supplementary Fig. 8). In contrast, overexpression of *Notch1* resulted in barb fusion and the formation of multiple rachises. The specificity and knockdown efficiency for each RNAi construct were examined in vitro and in vivo (Supplementary Figs. 4 and 5). Moreover, mis-expression of *Delta1* in the feather follicle also disrupted the regular branched pattern (Supplementary Fig. 8), further supporting the involvement of Notch signaling in feather branching.

Given the complexity of Notch signaling activation^4,30–32^, we examined the activity of this pathway in the feather follicle. Three independent criteria were explored. First, we examined the expression patterns of down-stream Notch target genes including *L*-*Fringe* and *Hey1*^33,34^. In situ hybridization showed that they both are expressed in the marginal plate (Fig. 5i, j; Supplementary Fig. 7). Second, we cloned a Notch reporter into lentivirus, where GFP expression was driven by a promoter containing 6 × RBP-J binding elements^35,36^. In the developing feather follicle, GFP is only expressed in the marginal plate, indicating specific activation of Notch signaling in this region. For the control, a viral vector where GFP expression was driven by a CMV promoter showed widespread expression (Fig. 5k, l). Finally, we constructed a secretory form of Serrate2 (sSer2; Supplementary Fig. 9a), which is known to inhibit Notch signaling^37,38^. We demonstrated sSer2 can reduce the Notch reporter activity in cell culture (Supplementary Fig. 9b). When overexpressed in vivo, sSer2 induced ectopic rachis formation (Fig. 5m). Altogether, these results suggest that activation of Notch signaling is required for the periodic feather branching.

High Notch1 expression levels in the barb plate may orchestrate the redistribution of E-Cadherin and β-Catenin, as it directly binds β-Catenin in Drosophila^29^ and in vertebrate cells (Supplementary Fig. 10a). In addition, activation of Notch signaling down-regulates E-Cadherin expression (Supplementary Fig. 10b), a regulatory module often found in cancer metastasis. Furthermore, activation of Notch signaling reduces cell filopodia (Supplementary Fig. 10c). Indeed, when Notch signaling was ectopically activated in the rachis in vivo, we found reduced E-Cadherin and contraction of filopodia in the ectopic branches (Fig. 5n). In summary, the periodic activation of Notch signaling may drive the differential cell adhesion and contraction of basal filopodia, leading to feather branching.

### Filopodia help interpret the proximal-distal FGF gradient

The fact that the feather epithelium branches only at a distance from the most proximal anchoring site, the dermal papilla (dp), suggests a morphogen gradient is in control. We have shown previously a proximal-distal FGF signaling gradient regulates feather branching^17^. Indeed, FGF2 and FGF10 showed a graded distribution pattern in the feather follicle (Fig. 6a–c). Perturbation of FGF signaling by local injection of RNAi-*FGFR1* or through a specific chemical inhibitor SU5402 induced ectopic branches in the rachis region (Fig. 6d). Furthermore, FGF signaling also regulates the filopodia in basal keratinocytes. SU5402 treatment resulted in ectopic branching and the filopodia disappeared (Fig. 7a). In contrast, implantation of FGF10-soaked beads blocked epithelial branching and induced ectopic rachis formation: in the ectopic rachis, filopodia were also induced (Fig. 7b). These data are consistent with a role of FGF signaling in the regulation of cell filopodia in vitro (Supplementary Fig. 11). Conversely, we found that the filopodia can sense FGF molecules as they stained positive for FGFR1 and can transport FGF10 molecules (Fig. 7c). TEM analysis further documented vesicle-like structures inside the filopodia, supporting its role in transportation (Fig. 7d). Thus, a positive feedback loop may exist between FGF signaling and the filopodia, which helps to interpret the proximal-distal FGF gradient in the feather follicle.

**Fig. 6:**
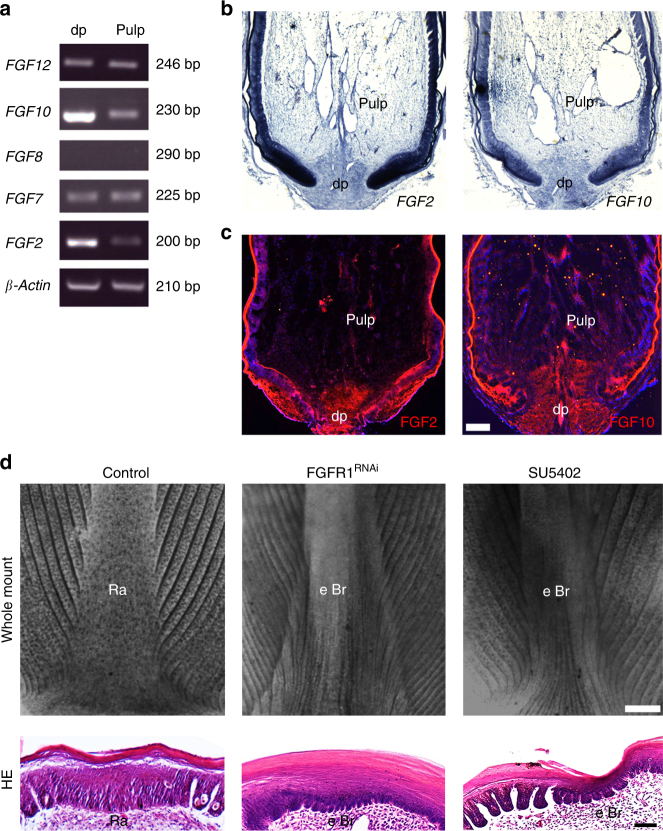
A proximal-distal FGF signaling gradient regulates feather branching. **a** Semi-quantitative RT-PCR analysis revealed graded expression of *FGF10* and *FGF2* in the feather follicle. The dermal papillae (dp) and the pulp represent the proximal and distal compartment of the follicle, respectively. **b** In situ hybridization and **c** immunofluorescence showing the graded expression of FGF2 and FGF10 in the feather follicle. **d** Whole mount view and HE sections of the feather rachis after manipulating the FGF signaling via RNAi-*FGFR1* lentivirus local injection, or SU5402 (100 μM) chemical inhibitor treatment in vivo. Ectopic branches were induced by both treatments. Representative images from five repeated experiments are shown. Ra rachis, eBr ectopic branch. Bar = 100 μm

**Fig. 7:**
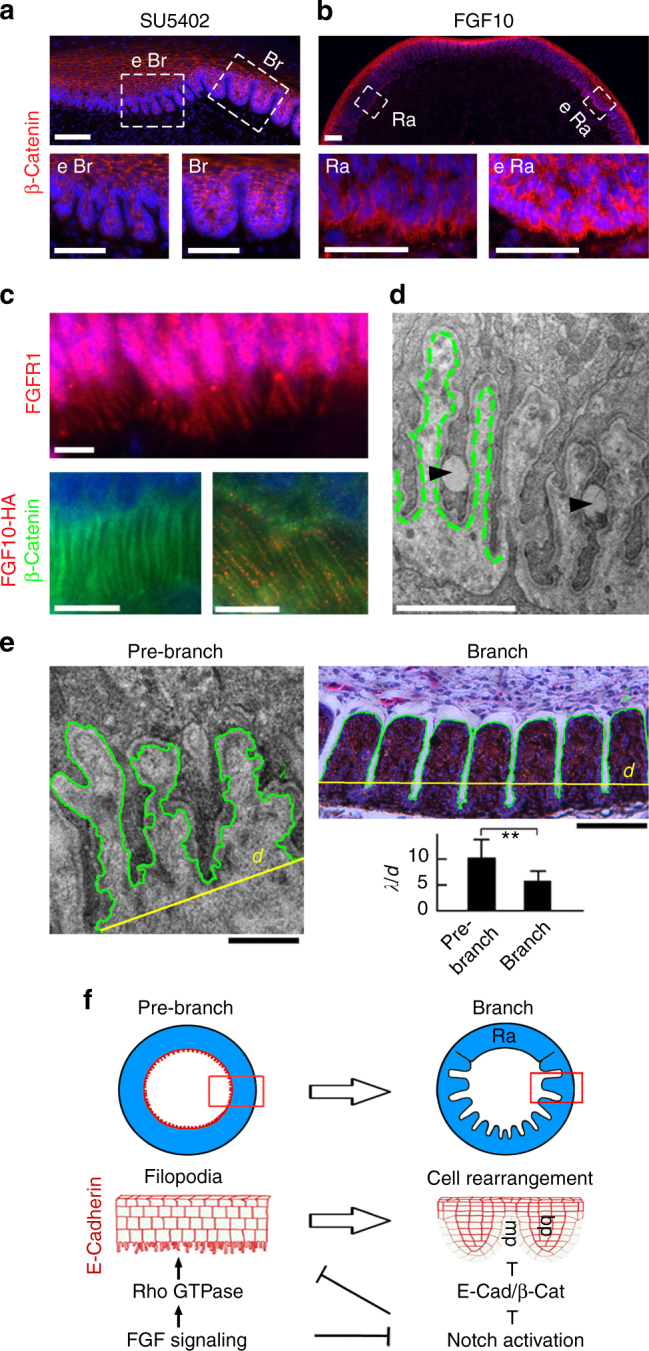
The filopodia sense and transport FGF10 and increase the surface area for feather branching. **a** SU5402 induced ectopic branch (eBr) in the rachis and inhibited filopodia. **b** Locally implanted FGF10 beads inhibited branching and induced filopodia in basal keratinocytes. **c** Filopodia expressed FGFR1, and transported FGF10. Notice the FGF10 puncta (red) were lined up along the filopodia (green). **d** A TEM image showing the transported vesicles inside the filopodia (marked by arrowheads). Dashed green line indicated the basal lamina. **e** The circumference (*λ*) and distance (*d*) of the epithelial—mesenchymal border were measured, and their ratio was calculated. Ten follicles were analyzed and representative images are shown. **, *p* *<* 0.01 by *t*-test. **f** Schematics showing FGF signaling cooperates with periodic Notch activation to regulate the filopodia and E-Cadherin/β-Catenin-mediated cell adhesion, which then control the periodic feather branching. Βar = 50 μm in **a**, **b**, **e;** 10 μm in **c**; 2 μm in the TEM images

### Filopodia and the surface area change in feather branching

Since feather branching is coupled with the disappearance of basal filopodia, we wonder how the total surface area actually changes during this process. We designed an algorithm to delineate the epithelial-mesenchymal (E-M) border in the image, and calculated the ratio of surface area increase due to the filopodia or branch formation (simplified to 2D situation, the length of the E-M border *λ* versus the linear distance *d*)^39^. The *λ*/*d* ratio is in the range of 5–16 and averaged 11 before branching. After branching, *λ*/*d* is in the range of 4–8 and averaged 6 (Fig. 7e). Therefore, the total surface area is actually decreased by about 50% after feather branching. This situation resembles the coastline paradox^19^, which claims that a given landmass may not have a fixed coastline length because of the fractal-like property of its coastline. Thus at the nanoscale, emerging features - in this case basal filopodia, increase the surface area of the pre-branch feather epithelium.

## Discussion

We propose a model that integrates the molecular and cellular events in feather branching morphogenesis (Fig. 7f): A proximal-distal gradient of FGF signaling cooperates with periodic Notch activation to regulate feather branching. Notch signaling is activated only when FGF levels fall below a threshold. The periodically activated Notch signaling then drives the contraction of filopodia and differential cell adhesion, promoting branch formation.

The basement membrane of an epithelial tissue is often viewed as a flat sheet where basal keratinocytes attach. This is not true even for mammalian skin: in the mouse footpad, basal keratinocytes also have filopodia about 0.5–1 μm long, and the basal lamina follow the outline of the filopodia (Supplementary Fig. 1c). These structures are particularly distinct in the feather follicle, possibly due to the intensive epithelial-mesenchymal interactions in feather branching morphogenesis. Similar elongated cyto-projections have been implicated in several examples of organ development, such as the cytoneme^40,41^. A wide range of morphogens have been shown to be transported by these long projections including Delta, Hedgehog, Dpp, and Wnt^40–43^. In the feather follicle, the filopodia sense and transport FGF10 molecules, which may help interpret the proximal-distal FGF gradient.

The feather branching process is accompanied by a complete contraction of the basal filopodia. We have shown that by regulating the filopodia via small GTPases, the feather branching pattern was perturbed. Thus the contraction of filopodia is causally linked with branching morphogenesis. The positive feedback loop between FGF signaling and filopodia may contribute to this abrupt contraction. Additionally, Notch signaling also contributes to the contraction of filopodia, as demonstrated by our in vivo manipulation of this pathway. Filopodia contraction may facilitate Notch pathway activation and feather branching by reducing FGF signaling.

Given the complex expression patterns of the various Notch ligands and receptors in the feather follicle, and the potential *cis* and *trans-*interactions of the ligands/receptors^4,30–32^, the activation of Notch signaling in the feather follicle is likely to be complicated. We have examined the impact of overexpression and knock-down of both the receptors (*Notch1*, *Notch2*) and ligands (*Ser1*, *Ser2*). It appears Notch2 is the endogenous receptor that is responsible for the activation of Notch signaling in the marginal plate keratinocytes. Ser1 serves as the ligand to drive its activation, whereas Ser2 acts in *cis* to inhibit its activation. The expression of L-Fringe may further modulate Notch activation^44^. Our results are consistent with the current understanding of Notch signaling activation^4,30–32^: overexpression of Notch receptors inhibits branching, because limited amounts of endogenous ligands (Ser1, Ser2) will be sequestered in *cis*, thus reducing Notch signaling *trans*-activation. Conversely, suppression of Notch receptors will render more available ligands for Notch signaling *trans*-activation. Similarly, because Ser1/2 is inhibitory in *cis*, down-regulation of these molecules will promote Notch activation and branch formation.

The periodic branching of feather epithelium is an example of the classical reaction-diffusion mechanism in pattern formation^10,11^. Here we propose that a proximal-distal FGF gradient cooperates with periodic activation of Notch signaling to control this process. Both in vivo (Fig. 7b) and in vitro (Supplementary Fig. 10d), FGF signaling inhibits Notch activation. At the cell level, contraction of filopodia and rearrangement of E-Cadherin-mediated cell adhesion is critical for feather branching. Since filopodia can actively sense and transport FGF molecules, they may alter the fate of the basal keratinocytes so they are competent to branch. Toward the base of the follicle, FGF levels are high and inhibit branching. In contrast, activation of Notch signaling in the distal feather drives branching and reduces the filopodia, and the keratinocytes are more tightly compacted/connected. In this sense, a pair of “activator–inhibitor” molecules still work together to control the cell status and feather branching, although not in the classic manner of “reaction–diffusion”.

Branching morphogenesis is widely used in many organs to increase the surface area. Counter-intuitively, we show here that the tissue actually prepares the surface area in advance, via filopodia, to accommodate feather branching. The total surface area is reduced immediately after feather branching, although cell proliferation may further increase the surface area in later feather growth. Our data illustrate how complex molecular activities and cell behaviors are integrated to control periodic pattern formation in feather development.

## Methods

### Feather follicle manipulation in vivo

Three to six months adult male chickens (Gallus gallus domesticus) were purchased from a local farm and housed in Fuzhou University Animal Facility Center. All experiments were approved by the Animal Research Committee in Fuzhou University. The chickens were anesthetized using pentobarbital (intraperitoneal injection, 50 mg kg^-1^) before surgery. For lentiviral-mediated gene overexpression and RNAi knockdown, fully grown primary wing feathers were plucked and 200 μl virus solutions were injected into the follicle cavity using a micropipette. Feathers were allowed to regenerate for one month before sample collection to document the gross morphology using a stereo dissection microscope (Chongqing Optical Instrument, China). For local injection of virus/protein/chemical reagents, contour feathers in the wing in their actively growing phase were used. Two to five microliter solutions were injected into the desired locations in the follicle using a homemade glass microneedle. FGF10 (0.1 μg μl^−1^, Sangon, Shanghai, China) or SU5402 (100 μM, Santa Cruz, Dallas, Texas, USA) was mixed with Sepharose 4B beads in PBS before injection. Samples were collected 48 h later and fixed in 4% paraformaldehyde (PFA) before processing for documentation of the gross morphology or histology^13^.

### Cell culture and transfection

All cells were purchased from the Cell Library of the Chinese Academy of Sciences, Shanghai, China (293 T cells, #GNHu17; DF-1 cells, #GNO30; HeLa cells, #TCHu187; MCF7 cells, #TCHu74). Cells were cultured with 10% fetal calf serum (Hyclone, Xiamen, China) in DMEM (Life Technology, Guangzhou, China). Cells were maintained in a humid incubator at 37 °C with 5% CO_2_. Plasmids were transfected using calcium phosphate (for 293 T cells) or electroporation (for DF-1/HeLa/MCF7 cells). A home-made electroporator was used for electroporation (680 V/30 ms for 1 pulse, 10 μg plasmids mixed with 4 × 10^6^ cells in 120 μl total volume). Cells were lysed for total RNA extraction (DF-1 cells) or sonicated for protein collection (293T cells) using the standard protocols.

### Lentiviral construction

We used the pLL3.7 vector for short hairpin RNAi knockdown. Target sequences for RNAi were listed in Supplementary Table 2, and a scramble control was used^18^. The vector used for gene overexpression was pLVX-ZsGreen. Source of the genes: full-length human *E-CADHERIN* was purchased from SinoBiologicals, Beijing, China; human *SERRATE2* on pCIG (a generous gift from Dr Fernando Giraldez, Universitat Pompeu Fabra, Spain) was digested with BamHI to achieve the secretory form (amino acid 1-994); full length mouse *Notch1* was a generous gift from Dr Olivier Pourquie, IGBMC, France. Lentivirus was packaged in 293T cells using standard protocols.

### RNAi knockdown efficiency

To examine the RNAi knockdown efficiency, the lentiviral constructs were electroporated into DF-1 cells (which is a chicken fibroblast cell line) and total RNAs were extracted 48 h later. The full-length chicken *E-Cadherin* cDNA was cloned into the pEGFP-N1 expression plasmid and co-electroporated with the RNAi construct. To examine the knockdown efficiency in vivo, virus infection was performed in plucked feather follicles and samples were collected 4 days post-infection. Each follicle was individually collected and total RNAs extracted for qRT-PCR analysis. Primer sequences were listed in Supplemental Table 2.

### FGF10-HA fusion protein

Full length *FGF10* was PCR cloned from a chicken cDNA library and fused with an HA-tag in the C-terminus on a pcDNA6.0 vector. FGF10-HA was expressed in 293 T cells, lysed by sonication, centrifuged at 9600 × *g* for 1 min to collect the supernatant and aliquoted. The supernatant was injected into the feather follicle, and samples were collected 24 h later.

### Immunofluorescence and in situ hybridization

Standard histological methods were followed. Fluorescence images were acquired using a Leica confocal microscope. Antibodies and reagents used: FITC-Phalloidin (Sigma, Shanghai, China; P5282, 5 μg ml^−1^ in PBS), β-Catenin (Sigma, Shanghai, China; C2206, 1:200 dilution), PCNA (Santa Cruz, Dallas, USA; sc-7907, 1:200 dilution), Fscn1 (Sangon, Shanghai, China; D120251, 1:200 dilution), VASP (Sangon, Shanghai, China; D124097, 1:200 dilution), FGF2 (Sangon, Shanghai, China; D160122, 1:200 dilution), FGF10 (Sangon, Shanghai, China; D163308, 1:200 dilution), FGFR1 (Sangon, Shanghai, China; D120628, 1:200 dilution), GFP (Beyotimes, Shanghai, China; AF0159, 1:200 dilution), HA-tag (Beyotimes, Shanghai, China; AF0039, 1:200 dilution), E-Cadherin (Developmental Studies Hybridoma Bank; 7D6, 1:40 dilution), Tenascin C (Developmental Studies Hybridoma Bank; M1-B4, 1:40 dilution), BrdU (Developmental Studies Hybridoma Bank; G3G4, 1: 40 dilution). For counter staining with 4′,6-diamidino-2-phenylindole (DAPI), the sections were mounted with DAPI (0.5 μg ml^−1^) in the mounting medium (30% glycerol in PBS). For TUNEL staining, we used a commercial kit from Beyotimes (Shanghai, China) and the manufacturer’s instructions were followed. cRNA probes used for in situ hybridization were listed in Supplementary Table 2.

### RNA extraction and RNA-seq

Total RNAs were extracted from the whole feather follicle or the dissected dermal papilla and mesenchymal pulp. The standard Trizol protocol was followed. Total RNAs were reverse transcribed using the HiScript Q RT Supermix (Vanzyme, Nanjing, China). Semi-quantitative PCR was performed on a 2720 Thermal Cycler, Applied Bioystems. Quantitative PCR was performed on Roche LightCycler 480. Primers sequences were listed in Supplementary Table 2. RNA-seq was performed on the Illunina HiSeq 4000 platform (Novogene, Beijing, China), and data were mapped to the Galgal4 genome assembly.

### Transmission electron microscopy

Freshly dissected tissue samples from different regions in the feather follicle were fixed in primary fixative (0.2% Tannic Acid, 3% Glutaraldehyde in MOPS buffer, pH7.0) and secondary fixative (1% OsO4 in water), stained with 2% Ur-Acetate, and mounted in resin. Ultrathin sections were collected and examined using an FIE Tecnai G2 Spirit Transmission Electron Microscopy (TEM).

### Western blot and immunoprecipitation

For Western blot analysis, MCF7 cells were electroporated with the vector (pEGFP-N1), *NICD* or the full-length *Notch1* expression plasmids. Cells were lysed 48 h later to detect E-Cadherin and β-Catenin levels. β-Actin was used as a control for equal loading. The relative expression levels were quantified using the ImageJ program. For immunoprecipitation, 293T cells were transfected with a *Notch1* expression plasmid (which has a Myc-tag in the C-terminus), and cells were lysed and immunoprecipitated by using an anti-Myc antibody (Sangon, Shanghai, China; D110006, 1:50 dilution; for WB, 1:1000 dilution). Normal rabbit IgG was used as a control. Other antibodies: Cdh1 (Sangon, Shanghai, China; D160656, 1:1000 dilution), β-Catenin (Sigma, Shanghai, China; C2206, 1:1000 dilution), Actin (Sangon, Shanghai, China; D110001, 1:1000 dilution), Full-length gel images can be found in Supplementary Fig. 12. Representative results from three repeats were shown.

### Luciferase reporter assay

In total 293 T cells were subcultured in 24-well plate 24 h before transfection. Cells were transfected with a 6XCSL Notch reporter plasmid, with or without *sSer2* or *FGF10* co-transfection. Luciferase activity were measured 48 h post-transfection. For control, the small molecular inhibitor of Notch signaling N-[N-(3,5-Difluorophenacetyl)-L-alanyl]- S-phenylglycine t-butyl ester (DAPT) was added to the culture medium at a final concentration of 46 nM 24 h before sample collection. Each experiment was repeated at least three times and representative results were shown.

### Image processing

We used a region-based active contour model (ACM) to perform image segmentation and locate the boundaries of objects^39^. This method transforms image segmentation to an energy minimization problem, where the energy function is defined on a dynamic curve which achieves its minimum when the curve conforms to the boundary. Given an image *I*(*x*):Ω → ℜ, where Ω ⊂ ℜ^2^ is the image domain. The model implements segmentation by finding an evolution curve $$C \subset \Omega$$ that minimizes the following energy function:

1 $$\begin{array}{*{20}{l}} {F\left( {\phi ,c_1,c_2,f_1,f_2} \right)} \hfill & = \hfill & {\lambda _1{\int}_\Omega {\left| {I - c_1} \right|^2H\left( {\phi \left( x \right)} \right){\mathrm{d}}x} } \hfill \\ {} \hfill & {} \hfill & { + \lambda _2{\int}_\Omega {\left| {I - c_2} \right|^2\left( {1 - H\left( {\phi \left( x \right)} \right){\mathrm{d}}x} \right.} } \hfill \\ {} \hfill & {} \hfill & { + \eta _1{\int}\left( { {\mathop {\int}\limits_\Omega {K_\sigma \left( {x - y} \right)|I\left( y \right) - f_1\left( x \right)|^2H\left( {\phi \left( y \right)} \right) {\mathrm{d}}y} } } \right){\mathrm{d}}x} \hfill \\ {} \hfill & {} \hfill & { + \eta _2{\int} {\left( {\mathop {\int}\limits_\Omega {K_\sigma \left( {x - y} \right)|I\left( y \right) - f_2\left( x \right)|^2\left( {1 - H\left( {\phi \left( y \right)} \right)} \right){\mathrm{d}}y} } \right){\mathrm{d}}x} } \hfill \\ {} \hfill & {} \hfill & { + \nu {\int} {\delta \left( \phi \right)\left| {\nabla \phi (x)} \right|{\mathrm{d}}x} } \hfill \end{array}$$

where *H*(·) denotes the Heaviside function, and $$\delta (x) = \frac{\mathrm{d}}{{\mathrm{d}x}}H(x)$$ is the Dirac function.*K*_σ_ is a Gaussian kernel with the standard deviation *σ* > 0, which is defined as $$K_\sigma (x) = \frac{1}{{2\pi \sigma ^2}}e^{ - |x|^2/2\sigma ^2}$$. The Heaviside function and Dirac function is approximated as

$$H_\varepsilon (x) = \frac{1}{2}\left( {1 + \frac{2}{\pi }\arctan \left( {\frac{x}{\varepsilon }} \right)} \right)\,{\mathrm{and}}{\kern 1pt} \delta _\varepsilon (x) = \frac{1}{\pi }\frac{\varepsilon }{{\varepsilon ^2 + x^2}},0 < \varepsilon \ll 1$$

Applying the gradient descent method to Eq. (1), the optimal values of *c*_1_,*c*_2_,*f*_1_,*f*_2_ for minimizing the energy functional defined by Eq. (1) can be achieved as following:

2 $$\begin{array}{*{20}{l}} {c_1} \hfill & = \hfill & {\frac{{{\int}_\Omega {I(x)H_\varepsilon (\phi _{\mathrm{k}}(x)){\mathrm{d}}x} }}{{{\int}_\Omega {H_\varepsilon (\phi _{\mathrm{k}}(x)){\mathrm{d}}x} }},} \hfill \\ {c_2} \hfill & = \hfill & {\frac{{{\int}_\Omega {I(x)(1 - H_\varepsilon (\phi _{\mathrm{k}}(x))){\mathrm{d}}x} }}{{{\int}_\Omega {(1 - H_\varepsilon (\phi _{\mathrm{k}}(x))){\mathrm{d}}x} }},} \hfill \\ {f_1\left( x \right)} \hfill & = \hfill & {\frac{{K_\sigma \left( x \right) \ast \left[ {H_\varepsilon \left( {\phi _{\mathrm{k}}\left( x \right)} \right)I\left( x \right)} \right]}}{{K_\sigma \left( x \right) \ast H_\varepsilon \left( {\phi _{\mathrm{k}}\left( x \right)} \right)}},} \hfill \\ {f_2\left( x \right)} \hfill & = \hfill & {\frac{{K_\sigma \left( x \right) \ast \left[ {\left( {1 - H_\varepsilon \left( {\phi _{\mathrm{k}}\left( x \right)} \right)} \right)I\left( x \right)} \right]}}{{K_\sigma \left( x \right) \ast \left[ {1 - H_\varepsilon \left( {\phi _{\mathrm{k}}\left( x \right)} \right)} \right]}}} \hfill \end{array}$$

*ϕ*_*k*_,*k* = 0,1,2… denotes the level set function at iteration *k*.

Fixing *c*_1_,*c*_2_,*f*_1_,*f*_2_ and using the calculus of variation method, one can have:

3 $$\begin{array}{*{20}{l}} {\nabla _\phi F(\phi _{\mathrm{k}})} \hfill & = \hfill & {\delta _\varepsilon (\phi _{\mathrm{k}})\left[ {\eta _1(u - c_1)^2 - \eta _2(u - c_2)^2 - \nabla \cdot \left( {g\frac{{\nabla \phi _{\mathrm{k}}}}{{\left| {\nabla \phi _{\mathrm{k}}} \right|}}} \right)} \right]} \hfill \\ {} \hfill & {} \hfill & { + \lambda _1{\int} {K_\sigma \left( {x - y} \right)\left| {I\left( y \right) - f_1\left( x \right)} \right|^2\delta (\phi _{\mathrm{k}}(y)){\mathrm{d}}y} } \hfill \\ {} \hfill & {} \hfill & { - \lambda _2{\int} {K_\sigma \left( {x - y} \right)\left| {I\left( y \right) - f_2\left( x \right)} \right|^2\delta (\phi _{\mathrm{k}}(y)){\mathrm{d}}y} } \hfill \end{array}$$

Thus the iterative formula of the gradient descent method has the form:

4 $$\phi _{k + 1} = \phi _k - \alpha _k\nabla _\phi F(\phi _{\mathrm{k}})$$

where *α*_*k*_ is the time step length. $$d_k: = - \nabla _\phi F(\phi _{\mathrm{k}})$$ is the gradient descent direction. Meeting the conditions of convergence, the optimal values of *ϕ* to minimize the energy function (i) is the boundary of the image. Detailed coding information to execute the ACM algorithm is provided in the supplementary software file (Supplementary Note 1), which is implemented in MATLAB R2012a under the Windows XP system.

### Statistics

For feather follicle manipulation in vivo, at least five follicles were used for each experimental condition and representative results were shown. Data are expressed as mean±s.e.m. The statistical difference between two groups was determined by the two-tailed *t*-test, and the *p*-value was calculated.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The RNA-seq data generated in the present study have been deposited in the GEO database under accession code GSE110591.

## Electronic supplementary material

Supplementary information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

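RNA-seq of growing feathers from 3 regions (neck, wing and leg) of adult chickens was taken from 2 tables of values, with 2 labelled replicates per region and 6 libraries in all. Samples were assigned to regions and replicates from their labels, which also name the table each belongs to. Replicate 1 of each region is a column of the first table and replicate 2 a column of the second, so the replicate number and the table are the same thing. The column of the second table with the authors' mean over its 3 libraries was not used, nor were its 101 rows without values.

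The authors deposited whole-number scores in the first table, each with a gene name and a locus. Their unit and normalization are not stated in the table or in the paper's text, and they were not treated as read counts. No entry has a mean below 9.67, and 525 entries hold several genes under one value. The authors deposited FPKM in the second table, with gene symbols and no loci, and kept genes at 0. For both, the paper names the Galgal4 assembly and no aligner, counter or annotation. Spreadsheet conversion to dates had damaged 8 names in the first table and 10 in the second, and these were left out of any match. Gene names were matched through the RefSeq gene table of GRCg7b, used for names only: 4005 entries of the first table and 6347 of the second have a name or an older name in it.

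Levels are the values as the authors gave them. A gene was counted as detected at a value of at least 1 in all 6 libraries, and 0.1, 5, any library and the mean over libraries were tried in its place. Regions were compared with limma (lmFit and eBayes with trend) on log2(value + 1) of the 2191 genes listed once in both tables, with the replicate number as a block, a minimum mean of 1 and Benjamini-Hochberg adjustment to an adjusted p-value of 0.05. This leaves 2 residual degrees of freedom per gene, and limma estimated infinite prior degrees of freedom, so that each gene was tested with a spread pooled over genes of similar mean and its own spread had no weight. Log2 changes are on the log2(value + 1) scale, which understates the change of low genes. The test had been planned for one normalized unit and was kept although the first table's unit is not stated, since the block removes each gene's difference between the tables. The pairing comes from the replicate numbers in the sample labels. Because the tables have different units, a mean level over the 6 libraries, which had been planned, was not computed, and levels are given table by table.

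On simulated values with the real genes' means and fitted spread, the limma script called 153 of 200 genes changed by 1 on the log2 scale among 2191 genes, with 4 calls among the unchanged genes, and 196 of 200 genes changed by 2, with 7 such calls. It made 0 calls when no gene was changed. Each simulated gene kept its own fitted spread, with independent errors, so region shifts shared by many genes in 1 table were not simulated. The test on the real data pooled the spread over genes, so these numbers do not measure its error rate. Where a gene list was set against other genes, its median log2 ratio was ranked among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean value. This describes the libraries and is not a test across replicates.

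Results for 1 gene family that had been planned are not reported here. Genes named in the text come from lists of pathway, marker and homeobox genes fixed before the data were examined, and, for each pair of regions, from the 5 largest rises and 5 largest falls past the threshold that went the same way in both replicates. *F-KER* falls outside this rule and was chosen after its values were seen. Alternatives tried were no replicate block, quantile normalization, a pseudocount of 0.1, no filter, only the 4 libraries of the 2 regions compared, values rescaled to the same total in each library and each replicate left out, all fixed before the data were examined. Centring each library on its median log2 value and matching only identical names were added after seeing the data. No count of fragments is known for any library, so no confidence interval or detection floor is given. The analysis used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.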

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

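The paper does not compare the 3 feather regions, and each result here is a difference between them. All tests of explanations were chosen after the results had been seen. The labelled replicates may be 2 readings of the same RNA: log2 leg-to-neck ratios differed between the tables with a robust SD of 0.0857 for 735 genes. Ratios that involve wing differed more, with an SD of 0.249 for wing to neck and 0.226 for leg to wing. This goes against 2 readings of the same wing RNA, unless the change of quantification acted on wing differently from neck and leg. The 2 quantifications do differ, at least in unit, so the wing spread cannot decide the question. No pair of libraries known to come from separate RNA was at hand to set against these spreads. It therefore cannot be told whether the spread behind the tests includes any difference between birds or feathers. Each difference below is then one between the libraries of these samples.

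Limma with Benjamini-Hochberg adjustment called 608 genes between wing and neck (427 higher and 181 lower in wing), 266 between leg and neck (39 higher and 227 lower in leg), 1024 between leg and wing (131 higher and 893 lower in leg), and 1044 in any comparison of regions, of 2191 genes tested. The median log2 change of all genes tested was 0.14 for wing against neck, -0.20 for leg against neck and -0.32 for leg against wing, so the split into higher and lower depends on how the libraries are scaled. Each gene was tested with a pooled spread, so a gene whose replicates disagree can be called: *ARF5*, leg against neck, was called with log2 changes of -0.14 in the first table and -3.02 in the second. These counts take the 2 tables as replicates, and if both were made from the same RNA they measure how repeatably 1 sample was quantified. Of the genes tested, 51 are listed at 0 in all 3 libraries of the second table, which may not be absence of expression. Their change in that table is fixed at 0, which shrinks their log2 change over both tables.

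*HOXD4* was lower in wing than in neck, by a log2 change of -4.40, with first-table values of 24 in neck, 0 in wing and 17 in leg and an FPKM of 49.3, 1.82 and 46.1. Centring each library on its median left a change of -4.55, so a change of scale is not the reason. One mislabelled library would not give a low wing value in both tables, and exchanged region labels in both would move the low value to another region. Limb identity genes, which have values only in the second table, were compared with the labels. *TBX5* had an FPKM of 1.15 in wing and was listed at 0 in neck and leg, and *TBX4* had 0.381 in leg and was listed at 0 elsewhere, both following the labels, but *PITX1* reached 3.05 in wing against 0.424 in leg. These values are too low to check the labels firmly. HOX genes did not fall together in wing. *HOXB4*, the other one with a value in both tables, rose from 15 to 22 and from an FPKM of 15.2 to 35.6, whereas in the second table *HOXB5* fell from 10.8 to 1.75 and *HOXD8* from 15.9 to 6.29. The 11 HOX genes with a mean FPKM of at least 1 had a median wing-to-neck change of 0.70 in log2(FPKM + 1), at percentile 76.9 of random lists. Position along the body is the biological explanation the design offers for *HOXD4*. It cannot be told apart from a difference between birds, and which region is low rests on the labels. The columns of the second table carry a different chicken number for each region. If these numbers stand for birds, each region there came from a different bird.

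*ASIP* was higher in wing than in neck by a log2 change of 5.17 and *CXCL14* by 5.03. First-table values of *ASIP* were 3 in neck, 114 in wing and 10 in leg, with an FPKM of 5.12, 274 and 13.0. *CXCL14* had values of 3, 114 and 1 and an FPKM of 5.20, 229 and 3.00. After centring, the changes were 5.01 and 4.88, so a change of scale does not account for them. For leg against neck, where mesenchyme genes rose, *CXCL14* fell by 0.82 on the log2 scale, so it did not follow them in leg. *ASIP* rose by 1.33 in the same comparison, the same way as the mesenchyme genes. The cells in which *ASIP* and *CXCL14* arise are not known from these libraries.

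Genes of a mesenchyme list stood higher in wing than in neck, with a median log2 ratio of 2.24 for 7 genes in the first table and 2.55 for 16 genes in the second, and higher in leg than in neck, with 1.62 and 1.39. All 16 genes of the second table had ratios above the median of all its entries in both comparisons. In the first table 7 of 7 did so for leg to neck and 6 of 7 for wing to neck, where *VIM* fell from 75 to 62. The wing median of the first table stood at percentile 100 of the random lists, and that of the second table was 2.16 above the median of all entries, so a change of scale is not the reason. A candidate explanation is that the wing and leg samples held more mesenchymal pulp than the neck sample. It may have been left on the epithelium that the labels describe, or belonged to whole follicles, which the paper's methods name. Blood and endothelium genes rose as well in the second table, with a median at percentile 99.8 for 5 genes, which is consistent with carried-over tissue. A higher expression of the mesenchyme genes in the wing epithelium itself would give the same values for them. It would not account for the blood and endothelium genes, but these are only 5 genes, with values in the second table alone. The tables therefore cannot separate the 2 explanations.

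Genes of a melanocyte list also stood higher in wing than in neck. The median log2 ratio was 1.31 in the first table and 0.93 in the second, for 6 genes in each. In the first table 5 of the 6 lay above the median of all entries. The list stood at percentile 99.99 of the random lists, so scale alone does not account for the rise there. The second-table median was 0.53 above that of all entries. Only 3 of the 6 genes lay above the median of all entries there, so the list median cannot decide about scale in that table. *TYR* had an FPKM of 48.7 in neck, 209 in wing and 36.0 in leg, whereas *TYRP1* fell to 0.203 in wing from 13.7 in neck, against 20.2 in leg. More pigment cells in the wing samples may explain the rise but not the fall of *TYRP1*. For the rise, pigment differences between regions or birds cannot be told apart from cell number here.

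Entries on chromosome 25 made up 48.0% of the first table's total in neck and 49.7% in leg but 14.3% in wing. The fall was not shared by all of them: of 46 entries reaching 1000 in a library, 15 were at least 4 times lower in wing than in neck and 1 was at least 4 times higher. Reads moved between near-identical copies on the chromosome would leave the sum over the chromosome where it was. Entries on all other chromosomes summed in wing to 0.70 of their neck total, a far smaller fall, so scale does not explain it either. The second table shows a similar fall for its 20 highest neck genes, 16 of them on chromosome 25 of GRCg7b, which made up 39.6% of the neck total, 10.3% in wing and 43.2% in leg. They were chosen for being high in neck, and 17 of the 20 were lower in wing. Among them *F-KER*, singled out after its values were seen, had an FPKM of 30066, 2261 and 31971. The stretch of feather collected, its stage of keratinization and the region itself remain as explanations, none of which was tested.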

How the results depend on the processing

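The counts of genes between regions rest on the replicate block, which here is also the table. Without the block, limma called 1 gene between wing and neck, 0 between leg and neck (9 genes had an unadjusted p-value under 0.05), 2 between leg and wing and 3 in any comparison. Deviations from the region means correlated at 0.975 on average between libraries with the same replicate number. The tables differ in unit, but this correlation cannot tell the unit from any other difference between them.

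With only the 4 libraries of the 2 regions compared, wing against neck gave 199 genes instead of 608. Centring each library on its median, added after seeing the data, gave 1002. The other region counts stayed within 1.5 times their value under quantile normalization, a pseudocount of 0.1, centring and identical names, and so did leg against neck and leg against wing with 4 libraries. The genes behind the counts changed more. With centring, 580 of the 608 genes were called again for wing against neck, 197 of 266 for leg against neck, 654 of 1024 for leg against wing and 784 of 1044 in any comparison, and with quantile normalization 475, 132, 571 and 649. The filter removed 0 genes and could not move any count. The split of the calls follows the scaling, since quantile normalization and centring bring the median change of all genes close to 0 by design: the share that was higher fell from 70.2% to 46.3% with quantile normalization and 48.0% with centring for wing against neck, and rose from 14.7% to 45.5% and 53.6% for leg against neck and from 12.8% to 51.4% and 54.1% for leg against wing. With a replicate left out each region has 1 library, so no count could be made.

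Of the Notch pathway, 25 were detected in place of 12 when the mean over the libraries that list a gene, or any library, had to reach 1, and from 13 to 22 with one replicate left out. The first table lists 22 of these genes and the second 17, of which 13 reached 1 in all its libraries. The 12 genes are all those of the list with a value in both tables, so detection at 0.1 could not change the number. Detection at 5 and rescaling could have lowered it and also gave 12.

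The 30 log2 changes of the genes named by rule kept their direction under every alternative run, although the rule itself required the same direction in both replicates and the block cannot change a log2 change in this design. Without the block 27 of them were no longer past the threshold, with quantile normalization 5 and with centring 1. Rescaling each library to the same total changes the unit of every level and shows nothing about their stability. Depth is unknown, so low values such as those of *DLL1* cannot be given a precision.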

Other observations

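The tests of explanations in this part were chosen after the values had been seen. The 2 tables gave close leg-to-neck ratios but wider differences for wing. Across 735 genes the robust SD between the tables was 0.0857 for leg against neck, 0.249 for wing against neck and 0.226 for leg against wing. A length treatment shared by a table's libraries would largely cancel in these ratios. Gene length could widen the wing ratios only if its effect on the wing library differed between the tables. Across genes, which are not independent replicates, the wing-to-neck difference between the tables had a Spearman correlation of 0.254 with gene span. For leg to neck it was 0.143. For leg to wing, where wing is the divisor, the correlation was -0.222. The leg-to-wing differences are the leg-to-neck ones minus the wing-to-neck ones, so this adds no separate evidence. These correlations are too weak to decide.

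Of the 2191 shared genes, 51 are listed at 0 in all 3 libraries of the second table, among them *KRT5* with first-table values of 307 in neck, 519 in wing and 244 in leg, and *PMEL* with 24, 62 and 17. Of these 51 genes, 33 (64.7%) lie on chromosomes 30, 32 or 33 or on unplaced sequence in the first table, against 2 of the other 2140 (Fisher's exact test across genes, p = 1.0e-57). Their median first-table value was 34.3, against 27 for the other genes, so low expression is not the reason. Sequence missing from the assembly or annotation behind the second table may explain most of these zeros, which would mean that a 0 there is not always absence of expression. The first table also has 46 entries on chromosome 33, and neither table names its assembly.

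Whole numbers in the first table could be taken for read counts. If they were, log2(score / FPKM) would rise with transcript length. Its slope on log2 gene span was -0.11 over 2140 genes, but span includes introns and transcript lengths were not used here, so this does not decide the unit.

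Receptors of the FGF pathway had values in the same libraries. *FGFR1* had an FPKM of 2.97 in neck, 9.21 in wing and 3.27 in leg, *FGFR2* 77.6, 78.9 and 58.0, and *FGFR3* 47.8, 101.4 and 27.5. *FGFR2* exceeded *FGFR1* by a factor of 8.57 to 26.2 and *FGFR3* exceeded it by 8.40 to 16.1. *FGF10* had an FPKM of 1.43, 4.47 and 5.23. *CDH1* had first-table values of 147, 122 and 109 and an FPKM of 108, 125 and 95.0, and *CTNNB1* values of 756, 574 and 556 and an FPKM of 984, 1104 and 919.8.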
